# The TrxG Complex Mediates Cytokine Induced *De Novo* Enhancer Formation in Islets

**DOI:** 10.1371/journal.pone.0141470

**Published:** 2015-10-27

**Authors:** Bryan R. Tennant, Peter Hurley, Jasmine Dhillon, Amol Gill, Cheryl Whiting, Brad G. Hoffman

## Abstract

To better understand how β-cells respond to proinflammatory cytokines we mapped the locations of histone 3 lysine 4 monomethylation (H3K4me1), a post-translational histone modification enriched at active and poised cis-regulatory regions, in IFNγ, Il-1β, and TNFα treated pancreatic islets. We identified 96,721 putative cis-regulatory loci, of which 3,590 were generated *de novo*, 3,204 had increased H3K4me1, and 5,354 had decreased H3K4me1 in IFNγ, Il-1β, and TNFα exposed islets. Roughly 10% of the *de novo* and increased regions were enriched for the repressive histone modification histone 3 lysine 27 trimethylation (H3K27me3) in untreated cells, and these were frequently associated with chemokine genes. We show that IFNγ, Il-1β, and TNFα exposure overcomes this repression and induces chemokine gene activation in as little as three hours, and that this expression persists for days in absence of continued IFNγ, Il-1β, and TNFα exposure. We implicate trithorax group (TrxG) complexes as likely players in the conversion of these repressed loci to an active state. To block the activity of these complexes, we suppressed *Wdr5*, a core component of the TrxG complexes, and used the H3K27me3 demethylase inhibitor GSK-J4. We show that GSK-J4 is particularly effective in blunting IFNγ, Il-1β, and TNFα-induced chemokine gene expression in β-cells; however, it induced significant islet-cell apoptosis and β-cell dysfunction. *Wdr5* suppression also reduced IFNγ, Il-1β, and TNFα induced chemokine gene expression in β-cells without affecting islet-cell survival or β-cell function after 48hrs, but did begin to increase islet-cell apoptosis and β-cell dysfunction after four days of treatment. Taken together these data suggest that the TrxG complex is potentially a viable target for preventing cytokine induced chemokine gene expression in β-cells.

## Introduction

Type 1 diabetes mellitus (T1D) is an autoimmune disease in which the insulin-producing β-cells in the pancreas are selectively destroyed by the host immune system [1–3]. The auto-immunological assault on β-cells comprises multiple immune cell types including macrophages and auto-reactive T cells, which act in part by secreting proinflammatory cytokines, including IFNγ, Il-1β, and TNFα [3]. In the early phases of T1D development exposure of β-cells to these cytokines is thought to induce β-cell dysfunction and the expression of chemokines and cytokines, such as Ccl2 (Mcp-1), Ccl20 (Mip-3α), and Cxcl10 (Ip-10) that increase the infiltration of the islets by immune-cells [3–8]. This results in the amplification of the immune response, ultimately leading to β-cell death and diabetes development.

Layered on top of an organism’s DNA sequence are numerous types of heritable epigenetic information, including various types of post-translational histone modifications [9,10]. Many of these histone modifications are altered in response to different cellular stimuli and act as central determinants in mediating subsequent gene expression changes. For example, gains in histone acetylation are typically associated with gene activation [10,11]; whereas, histone methylations such as the mono-, di-, or trimethylation of histone 3 lysine 4 (H3K4me1, H3K4me2, H3K4me3) are associated with gene activation, and the trimethylation of histone 3 lysine 9 (H3K9me3) or 27 (H3K27me3) are associated with gene repression [10,12,13].

Chronic exposure to inflammatory cytokines alters gene expression patterns in many tissues, and epigenetic alterations have been identified as critical mediators of these changes [14–16]. For example, cytokine exposure can induce the removal of repressive marks at regulatory regions for various proinflammatory genes in macrophages [17,18], and in smooth muscle cells in a mouse model of Type 2 diabetes [19]. In β-cells, although it is well established that proinflammatory cytokines cause the activation of chemokine and cytokine genes, the mechanisms behind these changes are not clear. We predicted that cytokine exposure would induce specific epigenetic changes in β-cells, and that these epigenetic changes would be essential for cytokine induced β-cell chemokine and cytokine gene expression. We further hypothesized that treatments designed to block these epigenetic changes may prevent cytokine induced β-cell chemokine and cytokine gene expression. In support of this hypothesis treatment of syngeneic and allogeneic islet graft recipient mice with histone deacetlyase inhibitors (HDACi’s) reduces cytokine induced β-cell dysfunction, thereby improving islet graft survival [20–23]. As such, we believe that drugs targeting chromatin-remodeling factors may promise new treatments for early-diagnosed patients with T1D to help prevent escalation of the β-cell immune assault and prevent loss of β-cell functional maturity.

Given the association of specific histone modifications with different types of regulatory elements, the mapping of various histone modifications using chromatin immunoprecipitation followed by next generation sequencing (ChIP-seq) has become a useful strategy in the identification of regulatory elements genome-wide [24–28]. For example, we previously determined that H3K4me1 is particularly useful in the identification of active and poised cis-regulatory loci, such as promoter and enhancer regions, in islets [29,30]. Thus, to begin to determine what specific chromatin modification changes are induced in β-cells by exposure to proinflammatory cytokines, so as to gain insight into which chromatin-remodeling factors may be useful therapeutic targets, we sought to map the distribution of H3K4me1 in cytokine treated islets.

## Results

### Cytokine exposure induces *de novo* enhancer formation in in insi

Histone 3 lysine 4 monomethylation (H3K4me1) demarcates chromatin that is in an active or poised state [24,30–33], therefore to better understand how cytokine exposure alters the transcriptional networks active in β-cells we performed ChIP-seq to identify H3K4me1 enriched regions in islets exposed to IFNγ, Il-1β, and TNFα. 

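Islets are the clusters of endocrine cells of the pancreas, most of which are insulin-producing β-cells in the mouse. In ChIP-seq, chromatin that carries a histone mark is recovered with an antibody and its DNA is sequenced. For islets exposed to the cytokines for 4 days, DNA from 4 ChIP experiments was pooled into 1 H3K4me1 library, so this condition has no replicate library. The paper gives the mice as ICR, aged 8 to 10 weeks, and the sample labels give them as CD1, aged 8 to 12 weeks. The authors mapped the reads to mm9 with bowtie2 and identified enriched regions with ChromHMM, a hidden Markov model that assigns a chromatin state to each bin of the genome. The deposited list holds the chromosome, start and end of each enriched region, and no read count, height or p-value. The sequencing depth behind a region is therefore unknown and its enrichment has no error. The methods also merge the regions of both libraries and remove loci with an FPKM under 2 in both, and the paper's text does not name whether the list precedes that step. H3K4me1 regions of untreated islets and the RNA-seq values were not analysed here, so the regions below describe cytokine treated islets alone and were not divided into de novo, increased, unaltered and decreased. Every region was used as deposited, and positions were set against the GENCODE M1 annotation of the same build.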

To better mimic the early events in T1D pathogenesis we used a relatively low dose of these cytokines (1.6ng/ml IFNγ, 0.25ng/ml Il-1β and 0.16ng/ml TNFα, or roughly 1/64th the dose typically used to induce β-cell dysfunction and apoptosis in culture [5,34]) for four days. Using these data, we identified a total of 96,721 H3K4me1 enriched regions in untreated or IFNγ, Il-1β, and TNFα treated islets (Fig 1A). Of these, 87% (84,573) had a similar level of H3K4me1 enrichment in untreated and cytokine treated islets (unaltered), 5.5% (5,354) had a reduced level of H3K4me1 enrichment in cytokine treated islets (decreased), and 3.3% (3,204) had increased H3K4me1 enrichment in cytokine treated islets (increased). In addition, we identified a further 3,590 regions significantly enriched for H3K4me1 in cytokine treated islets but that had little or no H3K4me1 enrichment in untreated islets, indicating that these regions represent *de novo* or latent cis-regulatory regions [35,36] induced by islet cytokine exposure.

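The list for cytokine treated islets held 65709 H3K4me1 enriched regions. All starts and ends fell on a grid of 200 bp, no regions overlapped, and the smallest gap between neighbours was 200 bp. The median width was 1200 bp, with quartiles of 600 and 2400 bp and a range from 200 to 85400 bp. Together the regions covered 139.8 Mb, and those on chromosomes 1 to 19 and X covered 5.29% of the 2639 Mb of these chromosomes. Regions wider than 10 kb made up 2.01% of the list (1324 regions) and held 15.0% of the covered length. Leaving out regions under 1000 bp moved the number most, to 42689, while merging regions with gaps of up to 1000 bp gave 63010. Of all regions, 65650 lay on chromosomes 1 to 19 and X, 57 on unplaced sequences, 2 on mitochondrial DNA and 0 on chromosome Y. The density on the autosomes ranged from 21.9 regions per Mb on chromosome 14 to 35.9 on chromosome 11, with a median of 25.8. Chromosome X had 526 regions, or 3.16 per Mb.

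**Figure D1:**
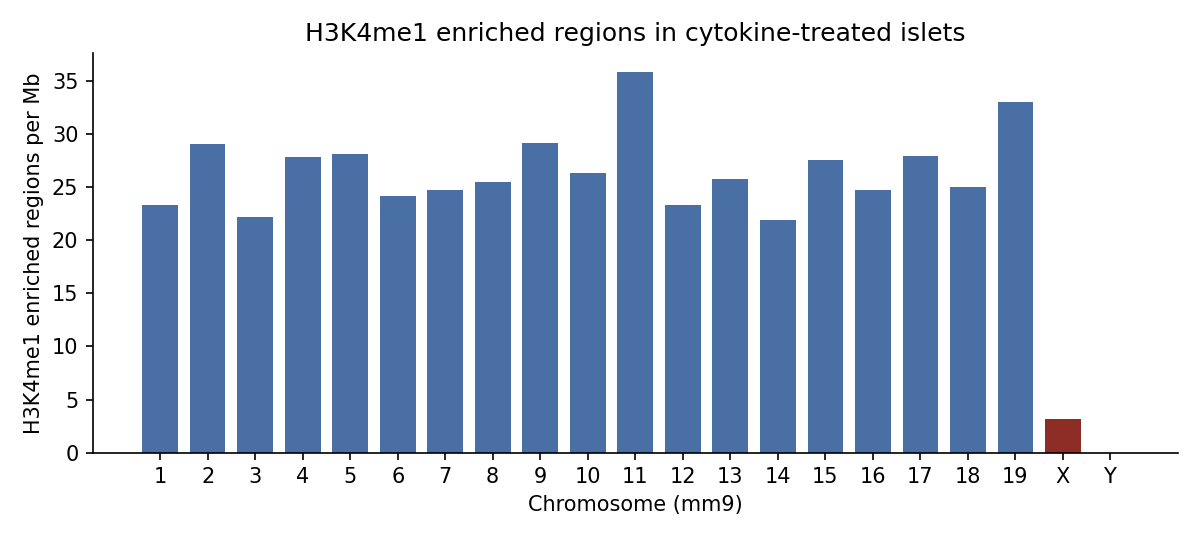
H3K4me1 enriched regions per Mb of each mm9 chromosome in cytokine treated islets (1 pooled library, 1 bar per chromosome, autosomes in blue, X and Y in dark red). All 19 autosomes lie between 21.9 and 35.9 regions per Mb, X lies at 3.16 and Y has 0 regions.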

**Fig 1:**
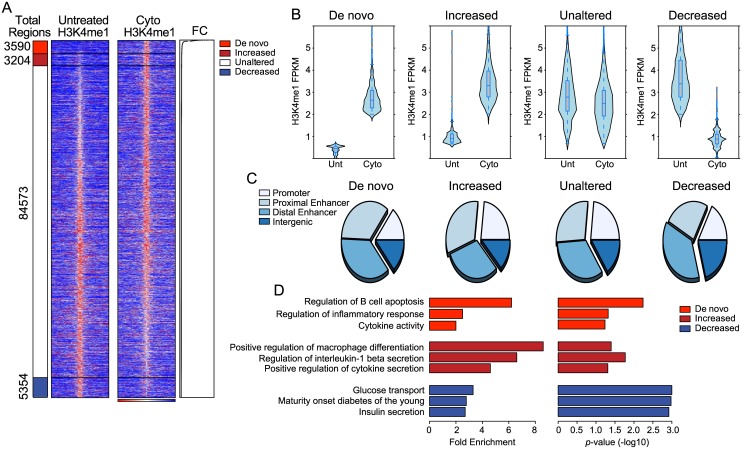
Exposure of islets to IFNγ, Il-1β, and TNFα induces changes in H3K4me1 enrichment at cis-regulatory loci and induces *de novo* enhancer formation. (A) Heatmaps of H3K4me1 read density in ±10Kb regions centered ChromHMM identified H3K4me1 enriched loci using ChIP-seq data from untreated and IFNγ, Il-1β, and TNFα (Cyto) treated islets. H3K4me1 read density is represented by the intensity of blue and red in the heatmaps: dark red indicates high read density while dark blue indicates low read density. The segregation of the regions into *de novo* regions, increased regions, unaltered regions, and decreased regions is shown on the left of the heatmaps, while the fold change (FC) of the H3K4me1 enrichment is shown on the right of the heatmaps. (B) Violin plots of the number of H3K4me1 reads (FPKM) associated with the identified H3K4me1 enriched loci in each class (*de novo*, increased, unaltered, decreased) in untreated (Unt) and IFNγ, Il-1β, and TNFα (Cyto) treated islets. (C) Distribution of the identified H3K4me1 enriched loci in each class (*de novo*, increased, unaltered, decreased) into different genomic features (promoters, proximal enhancers, distal enhancers, and intergenic). (D) Enrichment level (left graph) and p-values (right graph) of gene ontology (GO) terms enriched using genes associated with the identified *de novo*, increased, and decreased loci.

In order to validate that our classification of regions into *de novo*, increased, unaltered, and decreased regions accurately reflected changes in numbers of H3K4me1 mapped reads we compared the distribution of H3K4me1 reads in each of these classes. As expected, *de novo* regions showed the largest relative increase in associated H3K4me1 reads in the cytokine treated versus the untreated samples (Fig 1B), meanwhile regions that we identified as having increased enrichment showed increased numbers of H3K4me1 reads, regions we identified as having no change in H3K4me1 enrichment had similar H3K4me1 mapped reads, and regions we identified as having reduced H3K4me1 enrichment had fewer mapped reads (Fig 1B). These results indicate that our enrichment classification scheme accurately depicts changes in H3K4me1 reads in the samples.

To determine the types of cis-regulatory regions represented by these regions, and their genomic distribution we mapped them into different classes of genomic regions. As compared to the unaltered regions, the *de novo* and decreased regions were slightly more frequently identified as being distal enhancers (20Kb to 100Kb away from the nearest transcriptional start site (TSS)). Regions with increased enrichment, on the other hand, were more frequently identified as promoters (0Kb to 2Kb away from the nearest TSS) or proximal enhancers (2Kb to 20Kb away from the nearest TSS) as compared to the unaltered regions. In all cases roughly 15% of the regions were intergenic (>100Kb away from the nearest TSS) and could not be associated with any known gene (Fig 1C). These data suggest that *de novo* and decreased regions tend to be enhancer elements, perhaps because enhancers are commonly turned on and off to fine tune gene expression.

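The regions of cytokine treated islets were placed in the same classes as a whole, by the distance from a region's midpoint to the nearest of 86803 annotated TSS positions on chromosomes 1 to 19 and X. Promoters held 15485 of the 65650 regions, which is 23.6% (95% exact binomial interval 23.3% to 23.9%). Proximal enhancers held 25288 regions, or 38.5% (38.1% to 38.9%), and distal enhancers held 19062, or 29.0% (28.7% to 29.4%). Intergenic regions numbered 5815, or 8.86% (8.64% to 9.08%). These intervals cover counting error only, since there is 1 library. In 100 random placements of the same regions within their chromosomes, promoters held on average 7.80% of the regions and intergenic sequence 22.6%. Every class lay outside the range of the 100 placements: promoters and proximal enhancers (34.1% at random) were more frequent than under random placement, and distal enhancers (35.5% at random) and intergenic regions less frequent. With TSS of protein-coding genes only, the intergenic share was 14.7%, the largest change of this class among the alternatives tried. Measured from a region's nearest edge, the promoter share was 29.8%. The proximal enhancer share was 33.4% from the nearest edge and 33.9% with protein-coding TSS, and 38.3% to 39.3% with the other alternatives. Random shares are given for midpoints and all annotated TSS only. Whether proximal enhancers exceed random placement with the nearest edge or protein-coding TSS is therefore not known.

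**Figure D2:**
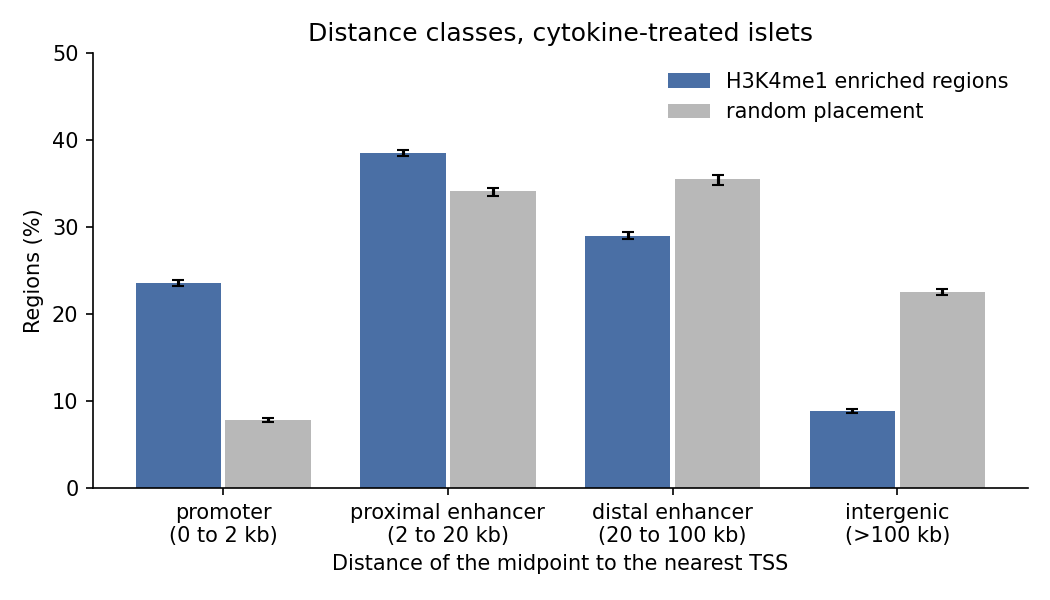
Percent of H3K4me1 enriched regions of cytokine treated islets in each distance class (blue, with 95% exact binomial intervals) and of the same regions placed at random (grey, mean of 100 placements with bars from the lowest to the highest). The promoter bar stands at 23.6% against 7.80% at random and the intergenic bar at 8.86% against 22.6%.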

To determine the types of genes associated with these regions we mapped them to the nearest gene and performed gene ontology (GO) enrichment analysis on the associated genes. 

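Associating each region with the gene of the closest TSS within 100 kb placed 59835 regions of cytokine treated islets, or 91.1% of those on chromosomes 1 to 19 and X. They fell to 20651 annotated genes of any type, and 77.0% of them to protein-coding genes. Of the 22350 protein-coding genes, 14885 (66.6%) had at least 1 region. The median was 1 region per protein-coding gene, 693 genes had 10 or more, and the highest number was 45, at Kcnma1, which was named after its value was seen. A region within 2 kb of a TSS was found for 13861 protein-coding genes (62.0%).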

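Myc, the gene of c-Myc, lies on chromosome 15 of mm9 from 61816946 to 61821929 on the plus strand. It was the closest gene of 6 H3K4me1 enriched regions in cytokine treated islets, which together covered 11.4 kb. The region nearest to its first TSS ran from 61814801 to 61816000 and ended 946 bp upstream of it, outside any annotated gene. Another, from 61820401 to 61824000, overlapped coding sequence and UTR at the 3′ part of Myc, and the other 4 lay between 61719001 and 61762600, outside annotated genes. Bcl10 lies on chromosome 3 from 145587322 to 145597247 on the plus strand and had 5 regions covering 6.6 kb. Its TSS at 145587322 fell between a region ending at 145586600 and an intronic region from 145588001 to 145590200. The list of cytokine treated islets does not show which of these regions lacked H3K4me1 before treatment.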

Genes with associated *de novo* regions were specifically enriched for the GO term “Regulation of B-cell apoptosis”, although only five genes were represented in this category including *c-Myc* and *Bcl10*. Genes with associated *de novo* and increased regions were enriched for GO terms related to inflammation and immune cell activation (Fig 1D), such as “regulation of inflammatory response”, “cytokine activity” and “positive regulation of cytokine secretion”. Genes with associated decreased regions were enriched for GO terms related to β-cell function (Fig 1D), such as “glucose transport”, “Maturity onset diabetes of the young” and “insulin secretion”. These data suggest that exposure of islets to IFNγ, Il-1β, and TNFα induces the *de novo* generation, and the activation, of cis-regulatory regions associated with genes involved in the inflammatory response and in cytokine production, as well as the decreased activity of cis-regulatory regions associated with genes involved in β-cell function.

### *De novo* and increased regions are frequently enriched for H3K27me3 in untreated islets

To better understand the transcriptional and epigenomic networks involved in the maintenance and function of the different classes of enhancers identified, we assessed their enrichment for Pdx1, Foxa2, Neurod1 and Mafa binding, as well as H3K4 trimethylation (H3K4me3) that is frequently enriched at active promoter regions [10,24,32,33], H3 lysine 27 trimethylation (H3K27me3) that is frequently enriched at repressed enhancer or promoter regions [10,24,33], and H3 lysine 9 trimethylation (H3K9me3) that is frequently enriched at regions within heterochromatin [10,24,33], in untreated islets. Regions that had unchanged or decreased H3K4me1 in response to cytokine treatment were more frequently occupied by Pdx1, Foxa2, Neurod1 and Mafa, and were more frequently enriched for H3K4me3 than *de novo* regions or regions that had increased H3K4me1 in response to cytokine treatment (Fig 2A and 2B). On the other hand, *de novo* regions and regions that had increased H3K4me1 in response to cytokine treatment were more frequently enriched for the repressive mark H3K27me3 (Fig 2A–2C). Very few (0.2–0.6%) of the regions in any of the classes were enriched for H3K9me3.

**Fig 2:**
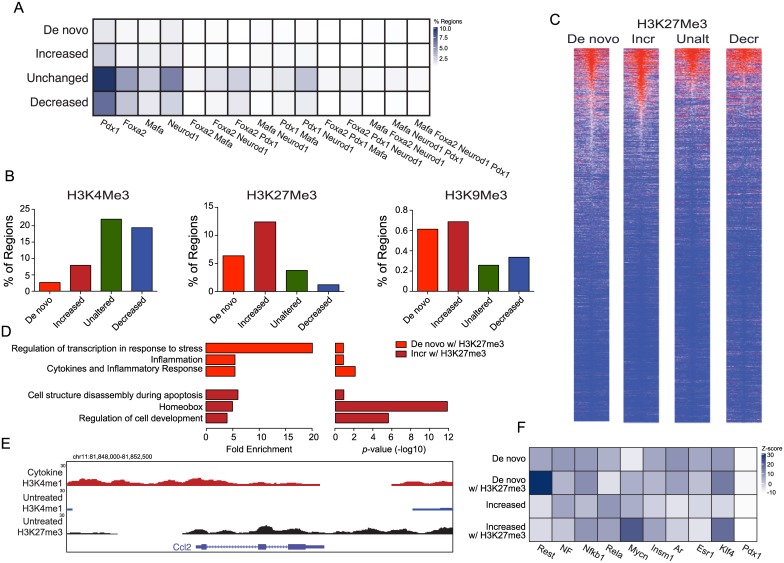
IFNγ, Il-1β, and TNFα-induced *de novo* and increased loci are frequently H3K27me3 enriched prior to cytokine exposure. (A) Heatmap of the fraction of *de novo*, increased, unaltered, and decreased loci bound by the indicated transcription factor combinations. (B) Bar graph of the fraction of *de novo*, increased, unaltered, and decreased loci pre-marked by H3K4me3 (left graph), H3K27me3 (centre graph), and H3K9me3 (right graph). (C) Heatmaps of H3K27me3 read density in ±10-kb regions centred on the identified *de novo*, increased (Incr), unaltered (Unalt), and decreased (Decr) loci in untreated islets. H3K27me3 read density is represented by the intensity of blue and red in the heatmaps: dark red indicates high read density while dark blue indicates low read density. (D) Enrichment level (left graph) and p-values (right graph) of gene ontology (GO) terms enriched using genes associated with the identified *de novo* and increased loci identified as enriched for H3K27me3 in untreated islets. (E) UCSC genome browser view of the genomic region around *Ccl2*. H3K4me1 enrichment data from IFNγ, Il-1β, and TNFα treated islets is shown in red, from untreated islets in blue, while H3K27me3 data from untreated islets is shown in black. All tracks are set to show a coverage depth range of 0 to 30. (F) Heatmap of the fraction of *de novo*, increased, unaltered, and decreased loci containing sequences that match the indicated binding motifs.

To determine whether the *de novo* and increased regions that were enriched for the repressive H3K27me3 mark, suggesting they were in a repressed or bivalent state respectively in untreated islets, were associated with any specific types of genes we performed gene ontology (GO) analysis on the associated genes. In fact, *de novo* regions premarked by H3K27me3 were associated with genes highly enriched for GO terms related to inflammation and the production of cytokines, while increased regions premarked with H3K27me3 were associated with genes enriched for GO terms related to factors involved in apoptosis or developmental processes (Fig 2D). These results suggest that cytokine induced inflammatory signaling in β-cells induces the generation of *de novo* enhancers at H3K27me3 repressed cis-regulatory regions associated with chemokines, such as *Ccl2* (Fig 2E), and other inflammation induced genes.

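Ccl2 lies on chromosome 11 of mm9 from 81849073 to 81850955 on the plus strand, with 2 annotated TSS positions. In cytokine treated islets, an H3K4me1 enriched region of 3.0 kb, from 81846401 to 81849400, covered both of them. It reached 2672 bp upstream of the first TSS and 327 bp into the gene, where it overlapped UTR and coding sequence, and it also lay in an intron of the annotated gene Gm17268. The other region whose closest TSS was that of Ccl2 ran from 81828401 to 81830000, outside annotated genes. Around the first TSS, from 81848993 to 81849093, the reference sequence on the gene's strand is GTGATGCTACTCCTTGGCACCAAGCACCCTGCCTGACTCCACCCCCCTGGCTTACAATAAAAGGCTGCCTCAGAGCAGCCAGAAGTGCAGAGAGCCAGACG, with 80 bp upstream of the TSS and 20 bp downstream. Regions covered 31.1% of the 4.5 kb window drawn in Fig 2E. This was at the 88.2 percentile of 10000 random windows of that length on chromosome 11, whose mean was 9.58%, and below the 95th. Among random windows centred on a region of the chromosome, it was at the 47.7 percentile. The coordinates were used as printed above the browser view, although the gene as drawn there, read by eye, does not line up with its annotated position, and 1401 bp of the region over the TSS fell inside them. In the 10 kb centred on the first TSS, a window chosen after the data were seen, regions covered 30.0%. This was at the 88.5 percentile of random windows, which were not centred on a TSS. The paper sets H3K4me1 in cytokine treated and untreated islets beside H3K27me3 in untreated islets. From the gene ontology of the premarked de novo regions it proposes that inflammatory signaling generates enhancers at repressed loci of chemokines. It also assesses both marks by ChIP-qPCR at Ccl2, Ccl20 and Cxcl10 in MIN6 cells, a β-cell line. Of these data, only the H3K4me1 regions of cytokine treated islets are given here.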

As the *de novo* and increased regions were relatively deprived in Pdx1, Foxa2, Neurod1 and Mafa binding we reasoned that they might contain binding sites for other transcription factors. In fact, the *de novo* sites premarked by H3K27me3 were particularly enriched in binding sites for Rest, a transcription factor involved in silencing neuronal genes in non-neuronal tissues [37,38] (Fig 2F). Binding sites for Nf-κB and Myc transcription factors were well enriched in the *de novo* and increased regions (Fig 2F).

### IFNγ, Il-1β, and TNFα-induced changes in H3K4me1 enrichment are associated with changes in islet transcription

To determine whether the identified IFNγ, Il-1β, and TNFα-induced changes in islet chromatin state corresponded with changes in transcription we performed RNA-seq on untreated and IFNγ, Il-1β, and TNFα treated islets (Fig 3A). Genes up-regulated by IFNγ, Il-1β, and TNFα exposure were enriched in GO terms related to inflammation and immune cell activation/differentiation, similar to the terms enriched using genes associated with *de novo* regions or regions with increased H3K4me1 (Fig 3B). Meanwhile, down-regulated genes were enriched for terms associated with β-cell function, again similar to what was found for genes associated with regions with decreased H3K4me1 (Fig 3B). Assessing the expression level of genes associated with the different H3K4me1-based region types identified above in untreated and IFNγ, Il-1β, and TNFα treated islets confirmed that genes associated with *de novo* and increased regions had relatively higher expression in IFNγ, Il-1β, and TNFα treated islets, as compared to untreated islets (Fig 3C). Genes associated with unchanged regions had no change in expression, and genes associated with decreased regions had lower expression in IFNγ, Il-1β, and TNFα treated islets as compared to genes associated with unchanged regions (Fig 3C). Further, *de novo* and increased regions were far more likely to be associated with genes with 2-fold or greater increase in IFNγ, Il-1β, and TNFα-induced expression, while decreased regions were more likely to be associated with genes with 2-fold or greater decrease in IFNγ, Il-1β, and TNFα-induced expression (Fig 3D). Likewise, 40% of genes up-regulated by IFNγ, Il-1β, and TNFα were associated with a *de novo* or increased region (Fig 3E) and 30% of genes down-regulated by IFNγ, Il-1β, and TNFα were associated with a decreased region (Fig 3E). The remaining up- and down-regulated genes were likely associated with modest H3K4me1 changes that didn't meet our stringent thresholds, or with other chromatin state changes, such as changes in histone acetylation. In any case, we were still able to identify 205 genes that showed an IFNγ, Il-1β, and TNFα-induced chromatin state change (from repressed or inactive to H3K4me1 enriched, i.e. the *de novo* regions), or increased H3K4me1 enrichment, that were associated with genes with up-regulated expression in response to IFNγ, Il-1β, and TNFα, and 111 genes with reduced H3K4me1 and down-regulated expression in response to IFNγ, Il-1β, and TNFα. For example, IFNγ, Il-1β, and TNFα exposure induced the transition of the cis-regulatory regions adjacent to *Cxcl2* (Fig 3F) to transition from a repressed H3K27me3 enriched state to an active H3K4me1 enriched state, and induced a dramatic 73-fold increase in its expression. These data suggest that H3K4me1 enrichment changes in islet cells are a critical part of their transcriptional response to IFNγ, Il-1β, and TNFα.

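Cxcl2 lies on chromosome 5 of mm9 from 91332897 to 91334935 on the plus strand. A region of 4.4 kb, from 91328601 to 91333000, was enriched for H3K4me1 in cytokine treated islets. It covered both annotated TSS positions, extended 4296 bp upstream of the first and 103 bp downstream, and overlapped UTR and coding sequence of Cxcl2 and no other annotated gene. It was the region with its closest TSS at Cxcl2, and no second one was assigned to the gene. From 91332817 to 91332917, the reference sequence on the gene's strand is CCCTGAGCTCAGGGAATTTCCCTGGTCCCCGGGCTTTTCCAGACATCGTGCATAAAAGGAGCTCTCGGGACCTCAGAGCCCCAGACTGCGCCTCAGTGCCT. Regions covered 33.8% of the 13.0 kb window drawn in Fig 3F, against a mean of 6.28% in random windows on the chromosome, which put it at the 94.1 percentile. It was at the 75.2 percentile among random windows centred on a region, and at the 79.3 percentile by the number of regions.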

**Fig 3:**
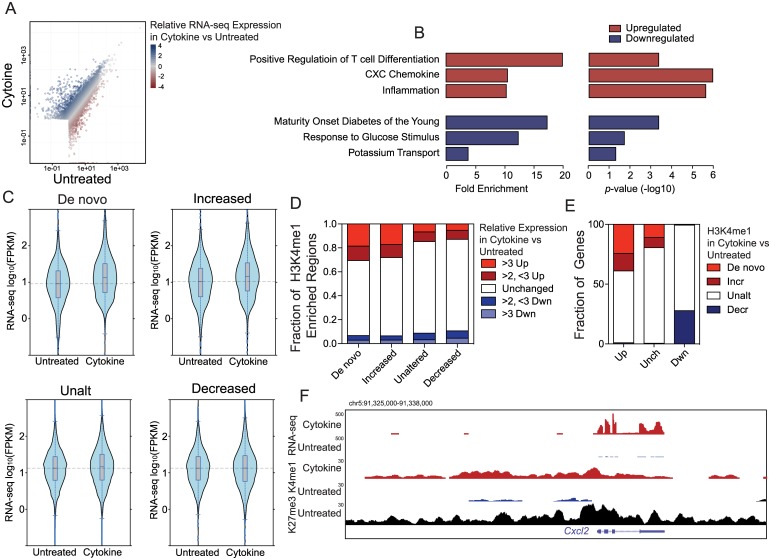
IFNγ, Il-1β, and TNFα-induced changes in H3K4me1 enrichment correspond to changes in islet transcription. (A) Scatter plot of the FPKM of identified transcripts in untreated or IFNγ, Il-1β, and TNFα (Cytokine) treated islets. The relative expression of transcripts in the IFNγ, Il-1β, and TNFα (Cytokine) treated islets as compared to in untreated islets is indicated by the colour of the dot, with darker blue indicating higher expression in IFNγ, Il-1β, and TNFα treated islets, and darker red indicating higher expression in untreated islets. Only transcripts with an FPKM of >2 in one of the samples are shown. (B) Enrichment level (left graph) and p-values (right graph) of gene ontology (GO) terms enriched using genes identified as upregulated or down regulated by IFNγ, Il-1β, and TNFα exposure. (C) Violin plots of the expression level (FPKM) of transcripts in untreated (Unt) and IFNγ, Il-1β, and TNFα (Cytokine) treated islets associated with H3K4me1 enriched loci in each class (*de novo*, increased, unaltered, decreased). (D) Bar graphs of the fraction of H3K4me1 enriched loci in each class (*de novo*, increased, unaltered, decreased) associated with transcripts up or down regulated as indicated by IFNγ, Il-1β, and TNFα exposure. (E) Bar graphs of the fraction of transcripts up or down regulated by IFNγ, Il-1β, and TNFα exposure with associated *de novo*, increased (Incr), unaltered (Unalt), decreased (Decr) loci. (F) UCSC genome browser view of the genomic region around *Cxcl2*. RNA-seq reads and H3K4me1 enrichment data from IFNγ, Il-1β, and TNFα treated islets is shown in red, from untreated islets in blue, while H3K27me3 data from untreated islets is shown in black. ChIP-seq tracks are set to show a coverage depth range of 0 to 30, RNA-seq tracks from 0 to 500.

### IFNγ, Il-1β, and TNFα exposure induces *de novo* enhancer formation and cytokine gene expression in nge of 0 to 30,three hours

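In cytokine treated islets, 6 of the 7 genes Ccl2, Ccl20, Cxcl2, Cxcl9, Cxcl10, Cxcl11 and Il15 were the closest gene of at least 1 H3K4me1 enriched region, and a region covered a TSS of 4 of them. The median was 1 region per gene, at the 43.0 percentile of 10000 random lists of 7 protein-coding genes. Counting regions within 20 kb of any TSS of a gene moved this most, to the 77.6 percentile. On simulated lists of 7 genes with 2 regions added to each gene, 31.3% passed the 95th percentile. A list of this size therefore misses most differences of 2 regions per gene, and no larger difference is reported. Ccl20, on chromosome 1 of mm9 from 83113341 to 83115742 on the plus strand, had no region over its TSS. Its only region, from 83115801 to 83117400, began 2460 bp downstream of the first TSS and just past the end of the gene. Cxcl10, on chromosome 5 from 92775664 to 92777915 on the minus strand, had a region from 92775401 to 92779400 that covered its TSS and the whole gene. Another, from 92782201 to 92784000, lay in an intron of Art3, a gene that spans this locus on the plus strand. From 92777895 to 92777995, the sequence on the strand of Cxcl10 is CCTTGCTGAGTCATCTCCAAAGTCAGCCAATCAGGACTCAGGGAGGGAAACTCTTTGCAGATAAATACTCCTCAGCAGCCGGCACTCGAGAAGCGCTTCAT. Cxcl11 (92788570 to 92794511, minus strand) is annotated as a processed transcript and had a region from 92795601 to 92797600, which began 1090 bp upstream of its first TSS. Cxcl9 (92750357 to 92757105, minus strand) was the closest gene of no region, and the nearest region to its TSS was that over Cxcl10, 18.3 kb away. Il15, on chromosome 8 from 84855536 to 84927121 on the minus strand, had 3 regions, of which the one from 84925001 to 84927400 covered its TSS and the other 2 were intronic.

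**Figure D3:**
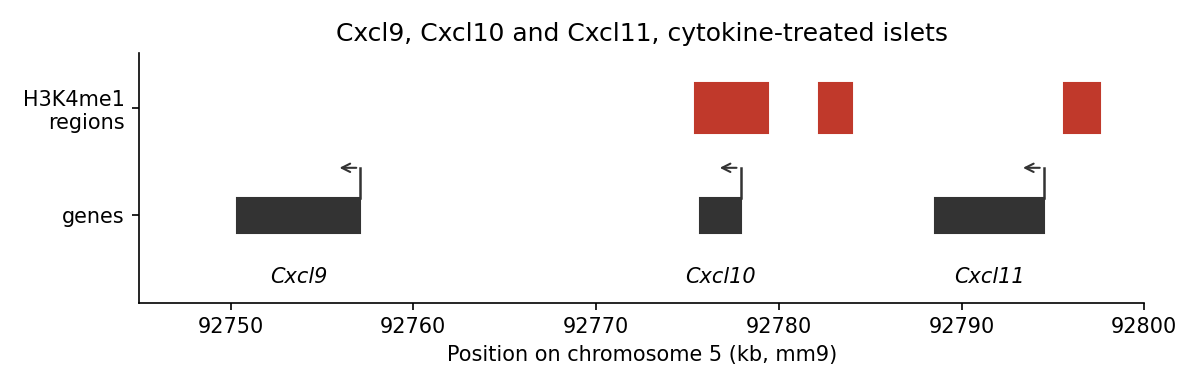
Map of chromosome 5 (position in kb, mm9) with the genes Cxcl9, Cxcl10 and Cxcl11 (black bars, arrows at the first TSS in the direction of transcription) and the H3K4me1 enriched regions of cytokine treated islets (red bars). Art3, which spans most of the interval, is not drawn. Regions lie over and upstream of Cxcl10 and 1090 bp upstream of Cxcl11, and the region nearest to the Cxcl9 TSS is 18.3 kb away.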

Our data above suggested that many chemokines and cytokines expressed by β-cells in response to cytokine exposure had associated *de novo* or increased regions that were H3K27me3 enriched in untreated cells, including *Ccl2*, *Ccl20*, *Cxcl2*, *Cxcl10*, *Cxcl11*, *Il-15*, and others. This suggests that these cis-regulatory regions are normally in a repressed (H3K27me3 enriched) or bivalent (H3K4me1 and H3K27me3 enriched) state, and undergo a chromatin state transition to an active state upon cytokine exposure, with concomitant increased gene expression. To determine the time frame in which these chromatin state and gene expression alterations might take place we first performed a gene expression time course in isolated islets treated with IFNγ, Il-1β, and TNFα (Fig 4A). Even after only one hour significant increases in all the genes assessed were noted, with maximal expression reached within 3–6 hours (Fig 4A), reaching between 30- and 1,200-fold increases in expression as compared to time 0. Thereafter, expression was either maintained or marginally decreased over the following four day time course. To ensure these expression changes were actually occurring in β-cells, and not in contaminating immune cells within the islets, we performed a similar time course using MIN6 cells, a common β-cell line. As was found with islets, peak induction of the genes was reached at between two and four hours (Fig 4B). Similar levels of induction (Fig 4B) between the islets and MIN6 cells were obtained, indicating the gene expression changes noted in islets are largely the result of changes in gene expression in β-cells. We next asked how long the expression of these genes persists after removal of IFNγ, Il-1β, and TNFα. In fact, we found that even 48hrs after IFNγ, Il-1β, and TNFα removal the expression of *Ccl2*, *Cxcl10*, and *Cxcl11* are still significantly elevated as compared to untreated cells (5.9 fold, 33.25 fold, 36.6 fold respectively, p<0.05) (Fig 4C).

**Fig 4:**
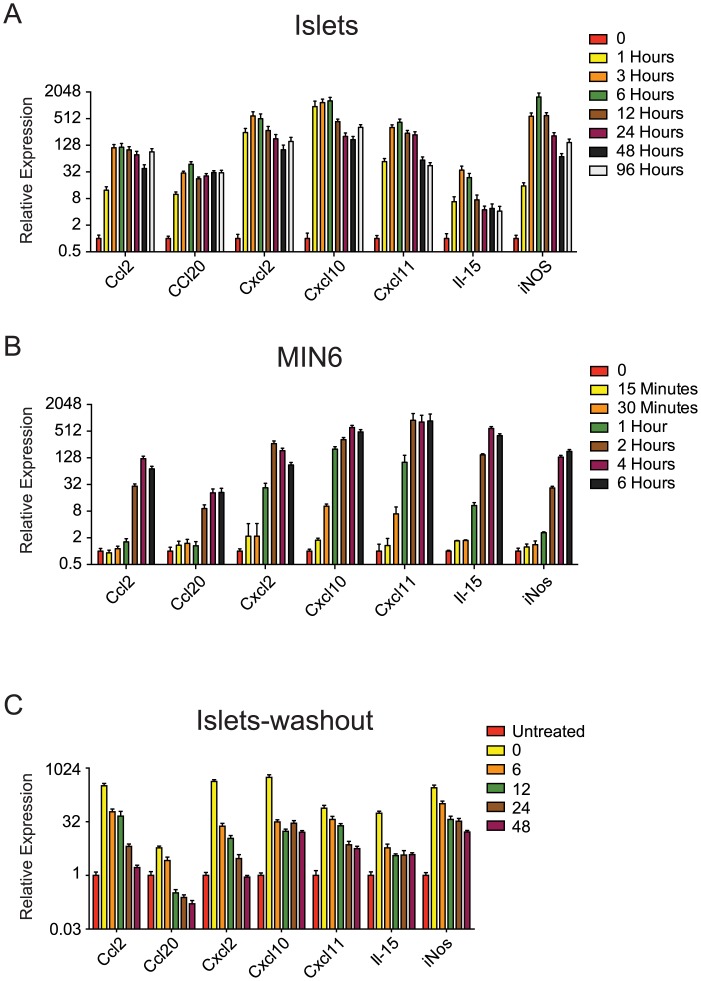
IFNγ, Il-1β, and TNFα induce cytokine gene expression within three hours in β-cells. (A) Time course of the relative expression of the indicated chemokines and cytokines in islets exposed to IFNγ, Il-1β, and TNFα as determined by qPCR. (B) Time course of the relative expression of the indicated chemokines and cytokines in MIN6 cells exposed to IFNγ, Il-1β, and TNFα as determined by qPCR. (C) Time course of the relative expression of the indicated chemokines and cytokines in islets exposed to IFNγ, Il-1β, and TNFα for three hours then placed in media without IFNγ, Il-1β, and TNFα for the indicated time points as determined by qPCR.

To confirm that the induction of these genes by IFNγ, Il-1β, and TNFα is associated with corresponding chromatin state changes we performed ChIP-qPCR to assess H3K4me1 and H3K27me3 enrichment in MIN6 cells untreated or IFNγ, Il-1β, and TNFα treated for three hours. All of the selected loci adjacent to *Ccl2* (Fig 5A), *Ccl20* (Fig 5B) and *Cxcl10* (Fig 5C), but one, showed increased H3K4me1 enrichment and corresponding H3K27me3 reductions after only three hours of exposure to IFNγ, Il-1β, and TNFα. Taken together, these results indicate that IFNγ, Il-1β, and TNFα can induce the activation of otherwise repressed cis-regulatory loci and thereby significantly up-regulate the expression of various chemokine and cytokine genes in β-cells in as a little as three hours, and that these changes likely persist for hours to days after cytokine stimulation is removed.

**Fig 5:**
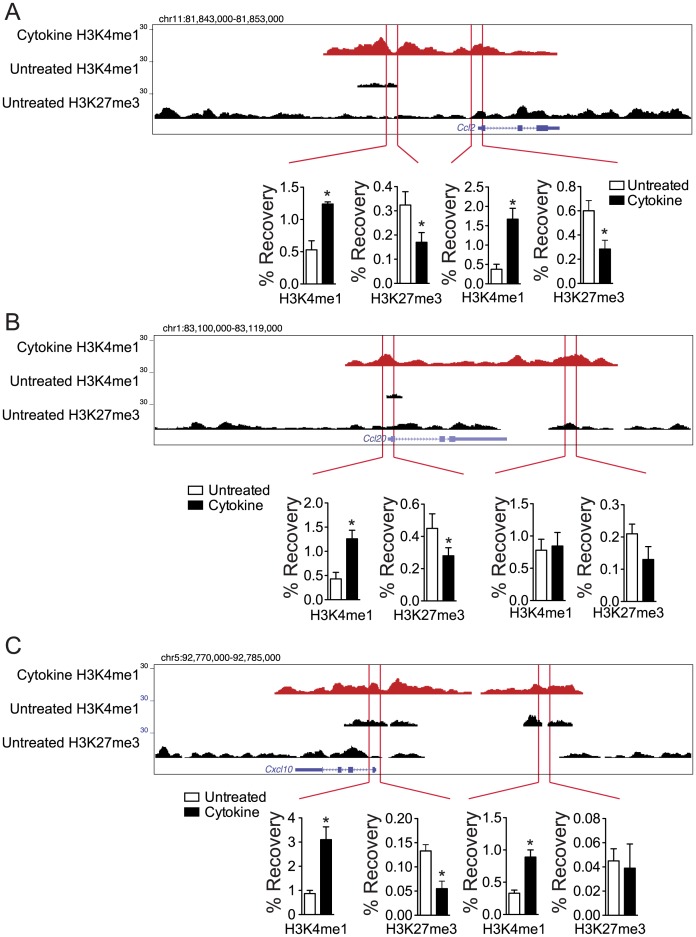
IFNγ, Il-1β, and TNFα induce chromatin state changes at promoters and enhancers for chemokine genes within three hours in β-cells. Enrichment of H3K4me1 and H3K27me3 (% Recovery) at promoter and enhancer regions indicated by the red boundaries, around (A) *Ccl2*, (B) *Ccl20*, and (C) *Cxcl10* in MIN6 cells untreated or treated with IFNγ, Il-1β, and TNFα for three hours.

### Trithorax group complex proteins are expressed in essed i

The monomethylation of H3K4 is carried out by SET domain containing histone methyltransferases; specifically Mll3 is thought to largely be responsible for *de novo* enhancer formation in mammalian cells [39,40]. Meanwhile, H3K27me3 demethylation is carried out by Jmjd3 or Utx [41,42]. All of these proteins are thought to be associated with trithorax group (TrxG) protein complexes [13,17,43]. These TrxG complexes can be classified based on which SET domain containing histone methyltransferase protein they contain (Setd1a, Setd1b, Mll1, Mll2, Mll3, or Mll4), but all of the complex variants contain the core proteins Ash2l, Dpy30, Wdr5, and Rbbp5 [40,44]. To confirm the expression of these TrxG complex proteins in β-cells and to determine whether their expression is altered by IFNγ, Il-1β, and TNFα we first assessed their expression in our RNA-seq libraries. These data indicate that all of these proteins are present in islets, although, Mll2 and Set1b are present at relatively lower levels (Fig 6A). Further they indicate that the expression of none of these genes is significantly altered by IFNγ, Il-1β, and TNFα, either in islets (Fig 6A) or in MIN6 cells exposed to these cytokines for three hours (Fig 6B). Finally to confirm the expression of these factors in β-cells *in vivo* we performed immunohistochemistry on adult pancreas sections. These results showed that Mll1, Mll3, Ash2l, Wdr5, Rbbp5, Jmjd3, and Utx, are all expressed in insulin positive cells (Fig 6C). Interestingly, although Dpy30 staining was predominantly nuclear, all the other proteins showed staining in both the cytoplasm and the nucleus as has been previously determined [45–48]. Together, these data confirm that TrxG proteins are present within β-cells and, given that these complexes can contain both H3K4 histone methyltransferase activity and H3K27me3 demethylase activity, are likely at least partly responsible for the IFNγ, Il-1β, and TNFα mediated conversion of inactive, repressed and bivalent cis-regulatory loci into active loci.

**Fig 6:**
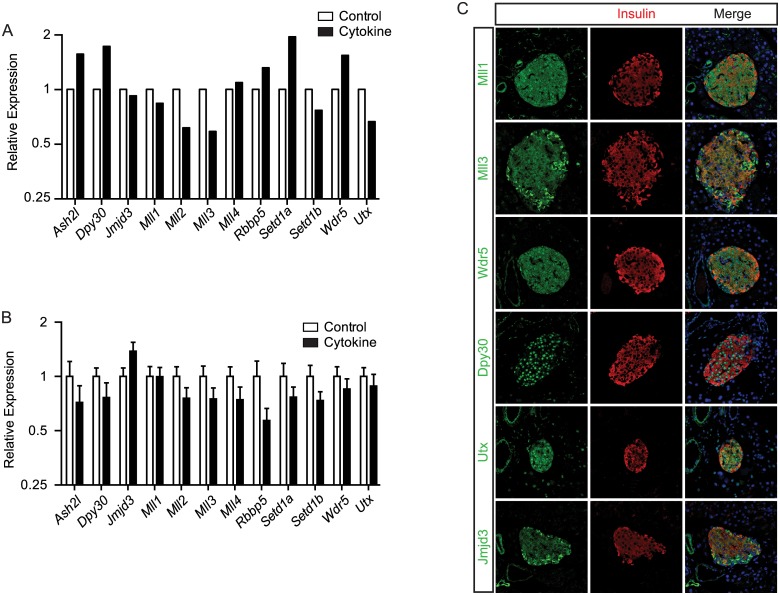
TrxG complex proteins are expressed in adult islet cells and are largely non-responsive to IFNγ, Il-1β, and TNFα exposure. (A) Expression level (FPKM) of the genes for the primary proteins in the TrxG complexes in untreated and IFNγ, Il-1β, and TNFα (cytokine) treated islets. (B) qPCR validation of the unaltered expression of the genes for the primary proteins in the TrxG complexes in IFNγ, Il-1β, and TNFα (cytokine) treated islets as compared to untreated islets. (C) Immunohistochemical co-staining of selected TrxG proteins (green) and insulin (red) in adult pancreas sections. Topro staining (blue) is shown in the merged image to identify nuclei.

### Suppression of the core TrxG complex protein *Wdr5* inhibits IFNγ, Il-1β, and TNFα-induced chemokine and cytokine gene expression in in *Wdr5*

The core TrxG protein Wdr5 is essential for the function of the TrxG complex [43,49–51]. Based on our data above we hypothesized *Wdr5* suppression, and thus TrxG complex disruption, would inhibit IFNγ, Il-1β, and TNFα-induced activation of inactive, repressed, and bivalent cis-regulatory loci. As such, we developed an adenovirus expressing shRNA’s targeting *Wdr5*. Transduction of dispersed islet cells with this adenovirus resulted in ~85% suppression of *Wdr5* transcript at an MOI of 15 (Fig 7A), although this resulted in only a 52% (p<0.01) reduction in Wdr5 protein after 48 hours (Fig 7B). Despite this, suppression of *Wdr5* in dispersed islets for 48 hours did result in significant reductions in the induction of *Ccl2* (1.8 fold, p<0.05), *Ccl20* (2.8 fold, p<0.01), *Cxcl10* (3.6 fold, p<0.01), *Cxcl9* (3.6 fold, p<0.05), and *Il-15* (2.9 fold, p<0.01) (Fig 7B) by exposure to IFNγ, Il-1β, and TNFα for three hours. To ensure this reduction in IFNγ, Il-1β, and TNFα-induced chemokine expression didn't occur at the expense of β-cell function or survival we next assessed the expression of key markers of β-cell function, including *Abcc8*, *G6pc2*, *Gck*, *Iapp*, *Ins1*, *Ins2*, *Kcnj11*, *Mafa*, *Neurod1*, *Pdx1*, *Slc2a2*, and *Slc30a8* [52–57]. Neither *Wdr5* suppression for 48 hours nor three hours of exposure to IFNγ, Il-1β, and TNFα, at the dose used, had any significant effect on the expression of any of the twelve β-cell genes tested (Fig 7C). Nor did we find that these treatments had any effect on glucose-stimulated insulin secretion (Fig 7D), or apoptosis (Fig 7E).

**Fig 7:**
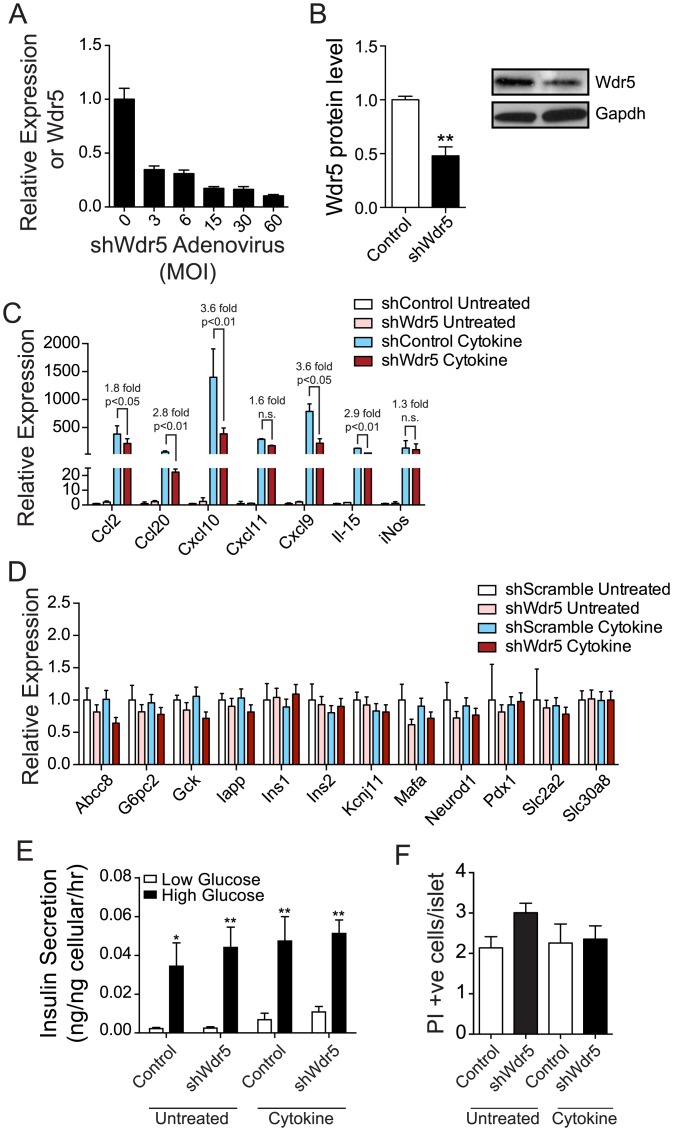
Suppression of *Wdr5*, a core component of the TrxG complexes, inhibits IFNγ, Il-1β, and TNFα-induced chemokine gene expression in islets without affecting β-cell function. (A) *Wdr5* expression in response to a titration of pAd-shWdr5 in islets as determined by qPCR. (B) Western blot analysis of Wdr5 protein levels in islets transduced with an sh*Wdr5* or control adenovirus, Gapdh protein levels were used to normalize the protein loading between the samples. Representative Wdr5 and matching Gapdh blots are shown. (C) Expression of selected chemokine and cytokine genes in islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (D) Expression of selected genes involved in regulating β-cell function in islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (E) Glucose-induced insulin secretion assays of islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine). (F) Propidium iodide (PI) incorporation in islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine).

The expression of *Ccl2*, *Ccl20*, *Cxcl10*, *Cxcl11*, *Cxcl9*, *iNos*, or *Il-15* were still relatively highly expressed in response to IFNγ, Il-1β, and TNFα, even after *Wdr5* suppression, likely in part due to the high level of Wdr5 protein remaining. To determine whether longer periods of *Wdr5* suppression would results in greater levels of Wdr5 protein reduction, and thus greater levels of chemokine inhibition, we cultured transduced dispersed islet cells for four days. After this time Wdr5 protein levels were similarly reduced (46%, p<0.05, S1 Fig) and this did not substantially decrease IFNγ, Il-1β, and TNFα induced *Ccl2*, *Ccl20*, *Cxcl10*, *Cxcl11*, *Cxcl9*, *iNos*, or *Il-15* expression beyond what we found after 48hrs of *Wdr5* suppression. However, *Abcc8*, *G6pc2*, *Ins2*, *Mafa*, *Slc2a2*, and *Slc30a8* became marginally down-regulated (S1 Fig). As we found at 48 hours suppression of *Wdr5* did not have any effect on glucose-stimulated insulin secretion, or apoptosis (S1 Fig); although, the culture period itself did reduce the level of insulin secreted in response to high glucose in both the control and *Wdr5* shRNA treated samples.

### Inhibition of Jmjd3/Utx by the small molecule GSK-J4 significantly inhibits IFNγ, Il-1β, and TNFα-induced chemokine and cytokine gene expression in y inhib

Our data above indicated that targeting the TrxG complex to prevent IFNγ, Il-1β, and TNFα-induced chromatin state changes may be a promising approach to prevent cytokine induced chemokine and cytokine gene expression in β-cells. To seek a more effective approach we next used the ethyl ester pro-drug GSK-J4 that is converted to GSK-J1, a selective inhibitor of Jmjd3 and Utx [58,59], within the cells. We hypothesized this approach might be effective as we had determined that many of the cis-regulatory loci adjacent to the cytokine induced chemokine and cytokine genes are normally in a H3K27me3 enriched, repressive or bivalent state, and thus require H3K27me3 removal for activation. We first performed a dose-response curve and found that 20μM GSK-J4 resulted in greater than 90% suppression of IFNγ, Il-1β, and TNFα-induced *Ccl2* gene expression in islets (Fig 8A). Using this dose on islets treated with IFNγ, Il-1β, and TNFα for three hours resulted in highly significant reductions in the induction of *Ccl2* (15.6 fold, p<0.001), *Ccl20* (8.0 fold, p<0.01), *Cxcl10* (22.3 fold, p<0.001), *Cxcl11* (37.9 fold, p<0.001), *Cxcl9* (4.8 fold, p<0.05), *Il-15* (9.1 fold, p<0.01), and in *iNos* (33.8 fold, p<0.001) (Fig 8B). Further, exposure of islets to this dose of GSK-J4 for three hours, in the presence or absence of IFNγ, Il-1β, and TNFα had no significant effect on the expression of genes involved in β-cell function (Fig 8C). However, it did significantly decrease glucose-stimulated insulin secretion (Fig 8D). Also, although GSK-J4 did not increase islet cell apoptosis after three hours (Fig 8E and 8F), after six hours of exposure to GSK-J4 almost all the islet-cells were PI positive suggesting they had undergone apoptosis (Fig 8F). Lower concentrations of GSK-J4 (down to 2μM) also resulted in significant cell death after six hours (S2 Fig) indicating the use of lower doses of GSK-J4 for longer treatment periods is not a viable approach to reduce IFNγ, Il-1β, and TNFα-induced chemokine gene expression in islets. Despite this, these results further confirm that targeting the TrxG complex may be a useful approach to prevent cytokine induced chemokine and cytokine gene expression in β-cells; however, alternative mechanisms need to be sought.

**Fig 8:**
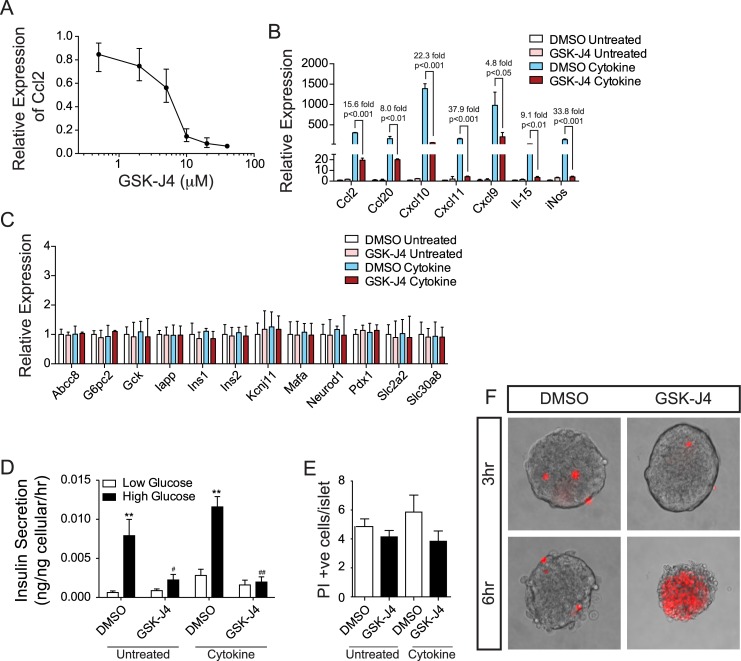
The small molecule GSK-J4, an inhibitor of Jmjd3 and Utx, significantly blunts IFNγ, Il-1β, and TNFα-induced chemokine gene expression in islets. (A) A dose-response curve of *Ccl2* expression in islets exposed a titration of concentrations of GSK-J4 as determined by qPCR. (B) Expression of selected chemokine and cytokine genes in islets exposed to 20μM GSK-J4 or a vehicle control (DMSO) and simultaneously untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (C) Expression of selected genes involved in regulating β-cell function in islets exposed to 20μM GSK-J4 or a vehicle control (DMSO) and simultaneously untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (D) Glucose-induced insulin secretion assays of islets exposed to 20μM GSK-J4 or a vehicle control (DMSO) and simultaneously untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (E) Propidium iodide (PI) incorporation in islets exposed to 20μM GSK-J4 or a vehicle control (DMSO) and simultaneously untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (F) Representative images of islets treated with DMSO or GSK for three and six hours respectively. PI positive cells are marked in red.

## Discussion

H3K4me1, H3K4me2, H3K4me3, H3K9ac and H3K27ac have proven to be particularly useful histone modifications for the identification of promoters and enhancers, and for their classification into regions that are in an active or poised (ready to be active) state [24,31–33]. In previous work, we found H3K4me1 to be particularly useful for the identification of such elements in pancreatic islets [30], as it is enriched at both enhancers and promoters in an active or poised state [24,30–33]. H3K4me2, on the other hand, typically co-occurs with H3K4me1 and this mark is therefore largely redundant to H3K4me1 for the identification of promoters and enhancers, H3K4me3 is only enriched at promoters and strong enhancers, and is thus generally not useful for the identification of enhancers, and H3K9ac and H3K27ac are enriched only at active, but not poised, promoters and enhancers. The downfall of using H3K4me1 enrichment data alone to identify promoter and enhancer loci is that it cannot be used to discriminate between active and poised loci, for this H3K9ac and/or H3K27ac data is necessary. The activation of poised loci is thought, however, to correlate with increases in H3K4me1 enrichment, which may be the case for many of our identified H3K4me1-increased loci.

H3K4me1 or H3K4me2, can, unlike H3K9ac and/or H3K27ac, however, be used to identify cis-regulatory loci generated *de novo* (i.e. loci induced to convert from a repressed or unmarked state to an active or poised state) [35,36]. The ability of mature cells to generate *de novo* enhancers in response to specific environmental cues has only recently been described [35,36], and never previously shown in β-cells. Using our H3K4me1 data we were able to identify 3,520 such loci specifically induced by exposure to IFNγ, Il-1β, and TNFα. Work done in macrophages suggests that the majority of *de novo*, or latent, enhancers are unique to specific stimuli [35]. Thus, the ability of other factors important in diabetes pathology, such as gluco- and lipotoxicity, ER stress etc., to induce *de novo* enhancer generation in β-cells, and the full complement of possible *de novo* enhancers that can be generated in β-cells, remains to be determined.

Of interest, we show that many IFNγ, Il-1β, and TNFα-induced chemokines and cytokines in β-cells, including *Ccl2* (*Mcp-1*), *Ccl20* (*Mip-3α*), *Cxcl9*, *Cxcl10* (*Ip-10*), *Cxcl11*, and *Il-15* are associated with *de novo* or H3K4me1 increased promoters and enhancers that are enriched for H3K27me3 in untreated cells. H3K27me3 is associated with polycomb complex group (PcG) recruitment [12,13], and it is normally found at repressed (H3K27me3 enriched) and bivalent (H3K4 methylation and H3K27me3 enriched) cis-regulatory loci [60]. The enrichment of H3K27me3 at the promoters and enhancers of these chemokine and cytokine genes in untreated islets suggests they require active repression to prevent their promiscuous activity, and that this repression needs to be overcome to enable their expression.

Many of the IFNγ, Il-1β, and TNFα-induced de novo and increased regions were not associated with genes up-regulated by IFNγ, Il-1β, and TNFα exposure. Likewise, many of the IFNγ, Il-1β, and TNFα-induced decreased regions were not associated with genes down-regulated by IFNγ, Il-1β, and TNFα. This seemingly low level of correspondence between these data sets is, however, unsurprising. This is due in part to the complexity of transcriptional regulation, with the vast majority of genes having several associated enhancers, not all of which have the same increases and decreases in H3K4me1, meaning that changes in H3K4me1 at one enhancer may have little overall impact on the gene’s total expression, or may in fact be nullified by opposing changes in H3K4me1 at another locus. Additionally, many of the induced changes in H3K4me1 enrichment or gene expression may not have been sufficient to meet the stringent thresholds used. Further, the heterogeneity in the cell types present in islets, which were used to generate these data, adds to the complexity. Specifically it may be the case that relatively few cells can up-regulate a transcript sufficiently to be picked up using our RNA-seq data, but the contribution these few cells make to the ChIP-seq data may not be sufficient for any H3K4me1 enrichment signal at the promoter or enhancers associated with the gene to show up. Also, in many cases the association of a H3K4me1 region to the nearest gene TSS may not be correct, although, it is thought this method of enhancer-gene association is correct the majority of the time (>66%) [26]. Regardless of these issues, it is clear that IFNγ, Il-1β, and TNFα-induced H3K4me1 increases were typically associated with increased transcription of associated genes (Fig 3C).

In order to best mimic the early stages of T1D pathogenesis *in vitro* for our ChIP-seq and RNA-seq experiments we used a relatively low dose of IFNγ, Il-1β, and TNFα for a longer time frame than normally used (~1/64th the commonly used dosage for four days [5,34]). Despite this, we were surprised to find maximal chemokine and cytokine gene expression was achieved after only 3–6 hours of IFNγ, Il-1β, and TNFα exposure. Likely this is true for many of the IFNγ, Il-1β, and TNFα up-regulated transcripts identified in our RNA-seq data. We confirmed that even after only three hours IFNγ, Il-1β, and TNFα induced increases in H3K4me1, and decreases in H3K27me3, at promoters and enhancers associated with IFNγ, Il-1β, and TNFα-induced chemokine and cytokine genes. Further, our data shows that once these enhancers are formed they subsequently continue to drive gene expression for hours to days, even in the absence of continued IFNγ, Il-1β, and TNFα exposure. These results suggest that even a short period of exposure to immune cell produced proinflammatory cytokines can have a profound influence on β-cell production of factors that help drive continued inflammatory processes.

H3K4 methylation is catalyzed by Set/MLL histone methyltransferase family proteins including Set1a, Set1b, Mll1, Mll2, Mll3, and Mll4, as well as the SET domain containing proteins Setd7 and Smyd1-6 [61,62]. H3K27me3 is demethylated by Utx or Jmjd3 (also known as Kdm6a and Kdm6b) [41,42]. All of these proteins, with the exceptions of Setd7 and Smyd1-6, are found within Trithorax group (trxG) protein complexes [17,40,44]. These complexes all contain the core proteins Ash2l, Dpy30, Rbbp5, and Wdr5 that are critical to their assembly and function, which are thus essential for many developmental processes [43,51,63–65]. As such, we hypothesized that the TrxG complex may be a useful target for the prevention of the cytokine-induced activation of promoters and enhancers associated with chemokine and cytokine genes in β-cells. For this we took two different approaches. Our first approach was to suppress *Wdr5*, as this protein is necessary for TrxG complex formation and activity [43,63]. Although, this did significantly reduce IFNγ, Il-1β, and TNFα-induced expression of *Ccl2*, *Ccl20*, *Cxcl10*, *Cxcl9*, and *Il-15*, these reductions were relatively modest (1.8 to 3.6 fold). This suggests that the level of *Wdr5* suppression achieved (only ~50% at the protein level) was not sufficient to completely block TrxG complex activity, or that other H3K4 methyltransferases independent of the TrxG complex, such as Setd7 [66,67], are involved. As an alternative approach we chose to use the small molecule inhibitor GSK-J4, which is converted intracellularly into GSK-J1, a potent inhibitor of Jmjd3 and Utx [58,59]. We hypothesized that as the majority of cytokine induced chemokine and cytokine genes are in an H3K27me3 repressed state in β-cells, inhibition of these H3K27me3 demethylases, would prevent their activation. In fact, treatment of cytokine exposed islets with this inhibitor lead to between 8 and 37.9 fold reductions in IFNγ, Il-1β, and TNFα-induced expression of all of the chemokines and cytokines tested. These results are in agreement with the finding that GSK-J4 can inhibit LPS induced TNFα production by macrophages [58]. Despite these promising results it should be noted that GSK-J4 exposure did induce significant β-cell dysfunction, and even at relatively low doses significant numbers of islet cells were apoptotic after six hours of exposure, suggesting that islet cells may be dependent upon p16^INK4A^ expression, which is dependent upon Jmjd3/Utx mediated repression of Cdk4/Cdk6, for their survival [68]. The fact that neither *Wdr5* suppression nor Jmjd3/Utx inhibition resulted in significant reductions in the expression of key genes involved in β-cell function, however, suggests that targeting this complex, and specifically Jmjd3 and/or Utx, may be a valuable way to prevent cytokine induced chemokine and cytokine gene expression in β-cells without compromising β-cell function. Despite this other approaches to targeting these proteins need to be sought.

## Materials and Methods

### Mouse maintenance and islet isolations

Mice were maintained according to the guidelines of the Canadian Council on Animal Care. All protocols were approved by the University of British Columbia Animal Care Committee. Islets were isolated as previously described [30,69]. Briefly, pancreata from both male and female mice were perfused with 1000U/ml Collagenase XI (Sigma-Aldrich) and incubated for 15 minutes at 37°C. Pancreata were manually disrupted and passed through a 70μM filter (Corning) and islets were hand-picked. Isolated islets were allowed to recover for 4–6 hours prior to use in experiments. Islets were cultured in RPMI 1640 supplemented with 10% FBS, 50U/ml Penicillin/Streptomycin and 2mM L-Glutamine at 37° in a 5% CO_2_ humidified incubator with or without 1.6ng/ml IFNγ, 0.25ng/ml Il-1β and 0.16ng/ml TNFα (eBioscience) as indicated.

### Chromatin immunoprecipitation sequencing (ChIP-seq) and RNA sequencing (RNA-seq)

Chromatin immunoprecipitation (ChIP) was performed using 3μg of anti-H3K4me1 (Abcam, Toronto, ON, Canada) with islets from at least 10 adult ICR mice (8–10 weeks old) exposed to 1.6ng/ml IFNγ, 0.25ng/ml Il-1β and 0.16ng/ml TNFα for four days. DNA from 4 separate ChIP experiments was pooled for library construction and sequencing as previously described [29,30]. Obtained reads from IFNγ, Il-1β and TNFα treated and untreated libraries were mapped to the NCBI37/mm9 genome using bowtie2 [70]. ChromHMM [71] was then used to identify H3K4me1 enriched regions in untreated and IFNγ, Il-1β and TNFα treated islets. These loci were merged to produce a region set of all identified H3K4me1-enriched loci. This list was then filtered to remove loci with only very low levels of H3K4me1 enrichment (FPKM<2 in both samples). Regions were considered *de novo* if they had a FPKM<0.66 in untreated islets, but FPKM>2 in the IFNγ, Il-1β and TNFα treated sample. Regions were considered increased if they had FPKM fold increase of >3 fold, and decreased if they had an FPKM decrease of >3 fold in the treated versus the untreated sample. Binding of Pdx1, Mafa, Neurod1, and Foxa2, as well as enrichment of H3K4me3, H3K27me3, and H3K9me3 at these loci was determined using previously obtained data [29,30].

For RNA-seq islets from at least four adult ICR mice were treated as described above. Total RNA from the islets was pooled and used for library generation and sequencing as previously described [30]. TopHat and Cufflinks [72] were used to map the reads to known UCSC transcripts and to identify differentially expressed genes. Only transcripts with a FPKM greater than 2 were considered expressed and used in subsequent analyses. H3K4me1 enriched loci identified as described above were associated with transcripts with the closest start site within 100Kb. Gene ontology enrichment analyses were carried out using DAVID [73]. All data were deposited under GEO accession GSE73289.

### qPCR analyses

RNA from MIN6 cells or islets treated as indicated was isolated using Trizol (Life Technologies) and purified using RNA purification columns. All primers were designed using Primer3Plus and spanned introns where possible; primer sequences are available on request. A Viia7 real-time PCR system (Applied Biosystems) and Fast SYBR Green Master Mix (Applied Biosystems) was used for all reactions. cDNAs from at least triplicate experiments were obtained by reverse transcription of 1μg total RNA. A 10ng amount of generated cDNA was used in each reaction, and all reactions were performed in triplicate. Obtained values were normalised to β-actin Ct values and the change in expression was calculated using the 2^-ΔΔCt^ method.

### Chromatin immunoprecipitation with quantitative PCR (ChIP-qPCR)

For ChIP-qPCR, we performed ChIP on ~10^6^ MIN6 cells treated or untreated with IFNγ, Il-1β and TNFα as described above for three hours using 3μg of anti-H3K4me1 (Abcam) or anti-H3K27me3 (Abcam). ChIPs were performed in quadruplicate and the obtained input and ChIP DNA analyzed using primers to the indicated promoter and enhancer regions, or to two different negative control regions, with an ABI Viia7 real-time PCR system (Applied Biosystems) and Fast SYBR Green Master Mix (Applied Biosystems). The %recovery of each target site was calculated using the cycle difference between the input and ChIP DNA. Primers were designed using Primer3 and are available upon request.

### Immunohistochemistry

Immunostaining was performed on paraformaldehyde (PFA)-fixed paraffin-embedded adult pancreas tissues as previously described [69]. Primary antibodies included rabbit anti-Mll1 (1/250; Bethyl Laboratories), rabbit anti-Mll3 (1/250; Abcam), rabbit anti-Wdr5 (1/2500; Bethyl Laboratories), rabbit anti-Dpy30 (1/500; Abcam), rabbit anti-Jmjd3 (1/50; Millipore), rabbit anti-Utx (1/2000; Millipore), and guinea pig anti-insulin (1/1000; Abcam). Fluorescently conjugated secondary antibodies included donkey anti-rabbit Alexa 488 (1/1000; Molecular Probes) and goat anti-guinea pig Alexa 546 (1/500; Molecular Probes). Sections were imaged with an SP8 confocal microscope (Leica).

### Generation of pAd-sh*Wdr5* adenovirus and utilization of GSK-J4

Three different pLKO vectors containing short hairpin constructs targeting Wdr5 under control of the hU6 promoter, and a scramble shRNA construct, were purchased from OpenBiosystems. These shWdr5 expressing vectors were prescreened for their ability to suppress Wdr5 in MIN6 cells. Subsequently, the optimal targeting sequence that suppressed Wdr5 by ~90%, and the scramble sequence, were inserted into pAdTrack using InFusion cloning (Clontech) and sequence verified. These were then used to make the pAdV-shWdr5 and pAdV-shScramble adenoviruses using the pAdEasy system as previously described [69]. Islets were transduced with these adenoviruses at the indicated MOI’s for three hours and 48 hours later were treated with or without IFNγ, Il-1β and TNFα, as indicated, for a subsequent three hours. GSK-J4 (Sigma-Aldrich) or DMSO was used to treat islets at the concentrations indicated with or without IFNγ, Il-1β and TNFα for three hours.

### Quantification of apoptosis and glucose-stimulated insulin secretion assays

To identify apoptotic cells islets, cultured and treated as described above, were incubated with 1μM propidium iodide (PI) (Sigma-Aldrich) for 30 minutes. PI positive cells were manually counted using an Olympus CKX41 inverted, fluorescent microscope and the number of PI positive cells determined for 50 islets from each of three independent experiments. For glucose-stimulated insulin secretion assays transduced and untransduced islets were washed and equilibrated in Kreb’s Ringer Buffer (KRB) (115mM NaCl, 5mM KCl, 24mM NaHCO3, 2.5mM CaCl2, 1mM MgCl2, 10mM HEPES and 2% w/v BSA) with 2.8mM glucose for three hours. Transduced and untransduced islets were treated with or without cytokine during this time while only untransduced islets were treated with or without GSK-J4. Islets were then transferred into 500μL KRB with 2.8mM glucose for 30min followed by a further 30min incubation in 16.7mM glucose. Supernatants were collected to measure insulin secretion and islets were lysed in 500μL acid ethanol (0.5ml HCl in 50ml 70% EtOH) to measure cellular insulin. All samples were analysed using the Insulin (Mouse) ELISA (Alpco) and plates were read using a Multiscan Ascent plate reader (Thermo LabSystems).

### Western blot analysis

Islets were isolated as described above and allowed to recover for 4–6 hours. Islets were dispersed and plated on 804G, a complete extracellular-matrix (ECM) produced by a rat bladder carcinoma cell line, treated tissue culture dishes at ~200 islet equivalents per well. Cells were cultured overnight and transduced with the pAdV-shWdr5 and pAdV-shScramble adenoviruses at an MOI of 10. The media was changed 24 hours later and cells were cultured for a further 24 to 72 hours before harvesting. Cells were collected by trypsinization and lysed in 50μL RIPA (Thermofisher) supplemented with 1x Halt Protease Inhibitor (Thermofisher). 25μg of total protein was loaded in each well of a 4–15% Tgx gel (Biorad). Membranes were probed with antibodies against: Wdr5 (1/500; Bethyl) and Gapdh (1/10000, Cell Signaling). Primary antibodies were detected with Donkey anti-Rabbit HRP (1/10000, Santa Cruz).

### Statistical analysis

Statistical analysis was performed using the paired, two-tailed student’s t-test, with the exception of qPCR data for which the non-parametric Mann Whitney test was used to compare the ΔCt’s of the reference and the sample using Prism6 (GraphPad Software). Data from at least three independent experiments are represented as mean +/- S.E.M. Statistical significance was accepted at P values <0.05.

## Supporting Information

S1 Fig Suppression of *Wdr5* for four days does not increase inhibition of IFNe, Il-1not increase inhibition of ry construction and sequencing.ility at the CFRI fuppression. (A) Western blot analysis of Wdr5 protein levels in islets transduced with an sh*Wdr5* or control adenovirus, Gapdh protein levels were used to normalize the protein loading between the samples. Representative Wdr5 and matching Gapdh blots are shown. (B) Expression of selected chemokine and cytokine genes in islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (C) Expression of selected genes involved in regulating β-cell function in islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine) as determined by qPCR. (D) Glucose-induced insulin secretion assays of islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine). (E) Propidium iodide (PI) incorporation in islets transduced with shScramble or sh*Wdr5*-expressing adenoviruses then untreated or treated with IFNγ, Il-1β, and TNFα (cytokine).
(EPS) Click here for additional data file.

S2 Fig Exposure of islets to low dose GSK-J4 for six hours induces significant cell death. (A) Representative images of islets treated with DMSO or the indicated concentration of GSK for six hours. PI positive cells are marked in red.
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

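H3K4me1 ChIP-seq was analysed for 1 pooled library of mouse islets exposed to 1.6 ng/ml IFNγ, 0.25 ng/ml Il-1β and 0.16 ng/ml TNFα for 4 days. The authors mapped its reads to mm9 with bowtie2, called enriched regions with ChromHMM and deposited the position of each region, with no count, height, score or p-value. The versions and settings of these tools are not in the paper's text. The positions fall on a 200 bp grid, so a region's edge is known to 200 bp at best. The depth of the library is unknown from the list, and a region missing from it can reflect low depth or the calling threshold. With 1 library, no difference was tested across replicates, and no replicate could be left out in turn. H3K4me1 regions of untreated islets, RNA-seq values, ChIP-qPCR, published transcription factor and histone data and the gene ontology tests were not analysed here.

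Regions were used as deposited, with 1 added to each start so that positions count from 1. The 65709 regions were compared with the reference genome of the same build and none of those on chromosomes 1 to 19, X and M reached beyond the end of its chromosome. Genes and TSS positions came from GENCODE M1, whereas the paper used UCSC transcripts. Distances ran from a region's midpoint to the nearest TSS of any annotated transcript, with classes at 2, 20 and 100 kb as in the paper, on chromosomes 1 to 19 and X. Shares of regions have 95% exact binomial intervals, which cover counting error only. A region was assigned to the gene with the closest TSS within 100 kb. A gene whose TSS is shared or flanked by that of another transcript can lose regions under this rule: Neurod1 was assigned 0 regions although a region lay 293 bp from its TSS, and 2 when TSS of protein-coding genes alone were used.

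The covered share of each browser window was ranked among 10000 random windows of the same length between the first and last region of the chromosome, with ties counted as 50% below. The windows are those printed in Fig 2E, 3F, 5A, 5B and 5C. In Fig 2E, 5B and 5C the genes as drawn, read by eye, do not line up with their annotated positions in the printed coordinates, so the covered shares of these windows rest on coordinates that can differ from the sequence shown. Gene lists were ranked by their median number of assigned regions among 10000 random lists of the same size from 22350 protein-coding genes, although Cxcl11 in the chemokine list is annotated as a processed transcript. Spacing was compared with 1000 random placements that keep the number and widths of the regions of each chromosome; 100 placements were used for each alternative setting and for the distance classes. To test whether short reads could be placed, 20 words of 32 bp within 2 kb of each protein-coding gene's first TSS were searched in the whole genome on both strands, and genes with at least 18 unique words were kept.

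Each step was tested on simulated data. All 4000 simulated regions fell in the class and gene they were made for, all 500 planted clusters and 300 planted repeats were found, and coverage was right in 500 of 500 windows. Of 1000 random windows of 10 kb on chromosome 11, 3.8% passed the 95th percentile. When these windows were given a covered share of at least 60%, all passed. That outcome was fixed in advance, since the 95th percentile for the 10 kb window of Fig 5A on this chromosome was 53.5%. It does not show whether lower shares, such as those of the browser windows, would be told apart. Among 1000 random lists of 12 genes, 4.9% passed the 95th percentile unchanged and 93.3% with 2 regions added to each gene. For lists of 10 genes these shares were 3.3% and 78.2%, and for lists of 7 genes 1.9% and 31.3%.

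The genes with a browser window (Ccl2, Cxcl2, Ccl20 and Cxcl10) were fixed before the data were examined. So were the genes the paper names as chemokines or cytokines, as β-cell function genes and as TrxG genes. Reporting the 5 widest regions was also fixed, and the genes at them followed from the data. Kcnma1 was named after its value was seen. The genes on chromosome X named as escaping inactivation were listed for the test of the inactive X, before that test was run. Mll2 and Mll4 were left out because these names are used for different annotated genes, and Nos2 (iNos) is not a chemokine or cytokine gene. Jmjd3 and Utx are annotated as Kdm6b and Kdm6a. 1 of the 5 widest regions is not reported here. Myc and Bcl10 were added because the paper names them at a result. The alternatives fixed in advance were regions of at least 400 or 1000 bp, regions merged over gaps of up to 1000 bp, chromosomes 1 to 19 and X alone, other ways of counting a region in a window or drawing random windows, distance from the nearest edge, TSS of protein-coding genes, any TSS within 20 kb, and other cluster gaps and random placements. Added after the data were seen were random lists matched in 5 groups on the length of sequence nearest to a gene's start sites, protein-coding TSS for the gene lists, and windows of 10 kb centred on the first TSS. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.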

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

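The comparison of the mitochondrial regions with the other chromosomes was chosen only after the result was seen, and no test of their source was run. The list of cytokine treated islets holds 2 H3K4me1 enriched regions on mitochondrial DNA, which the paper does not discuss. They cover 11600 of its 16299 bp, or 71.2%, whereas the autosomes are covered at 4.27% to 8.94% and chromosome X at 0.398%. Mitochondrial DNA carries no histones and is present in many copies per cell. Background reads from this high copy number are a candidate explanation. The covered share of 71.2% was the observation itself and so is no test of it, and the explanation stays open. Reads from nuclear copies of mitochondrial sequence that were mapped here were not tested. The list gives no read count, no input library was analysed, and no biological explanation was tested. The other results are little affected, since 2 of 65709 regions are involved.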

How the results depend on the processing

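Random lists matched on the length nearest to the start sites, protein-coding TSS for the gene lists and windows of 10 kb around the TSS were chosen only after the results were seen. Over 19 results, 79 of 108 values under an alternative kept their direction and side of the threshold, or moved within the interval or the factor of 1.5 set for values without a test. 16 values moved, 6 crossed to the other side of the 50th percentile, 4 no longer passed the 95th percentile and 3 newly passed it. Unless stated, the cause was not tested. Alternatives that need a score per region were not run, since the list has none. No paired analysis was possible because there is 1 library.

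Keeping only regions of at least 1000 bp gave 42689 regions with a median width of 2000 bp, by its own construction. It also gave 26.1% promoters, 39.3% proximal enhancers, 27.3% distal enhancers and 7.35% intergenic regions, and a ratio of clusters to random placement of 135.8. From a region's nearest edge, promoters held 29.8%, proximal enhancers 33.4% and distal enhancers 28.1%. With TSS of protein-coding genes only, promoters held 21.4%, proximal enhancers 33.9%, distal enhancers 30.1% and intergenic regions 14.7%; fewer TSS positions make distances longer. Promoters were above and intergenic regions below their share under random placement with the regular setting, and under every alternative the promoter share stayed between 21.4% and 29.8%.

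The chemokine and cytokine genes were at the 43.0 percentile of random lists. They were at 60.9 with regions of at least 1000 bp, at 77.6 with any TSS within 20 kb and at 53.9 among matched lists. With TSS of protein-coding genes only they were at 35.7, but Cxcl11 then has 0 regions by construction. The setting decides on which side of 50 they fall. The TrxG genes, at 86.4, passed the 95th percentile with regions of at least 1000 bp (97.2) and with any TSS within 20 kb (97.7). The β-cell function genes stayed between 96.6 and 99.6 under all 6 alternatives.

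Random windows centred on a region put the mean of the 4 loci at the 68.9 percentile (97.9 with the regular setting and 95.2 to 99.4 with the other alternatives), Fig 5C at 83.1, Fig 3F at 75.2, Fig 5A at 59.9, Fig 2E at 47.7 and Fig 5B at 33.7; such windows are covered by construction. Requiring at least 50% of a region inside the window put Fig 2E at 42.4, as its region extends beyond the window, and Fig 5C at 94.2. Counting regions put Fig 5C at 92.4 (95.5 for its covered share). In 10 kb around the TSS, Cxcl2 passed the 95th percentile (95.6) of random windows, which were not centred on a TSS.

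The ratio of clusters to random placement, 43.8, fell to 11.3 with gaps under 10 kb and to 5.36 with placement within windows of 1 Mb. The ratio of median gaps stayed between 0.39 and 0.653, and the density of X over the autosomal median between 0.094 and 0.123. As the depth is unknown, no result can be set against it.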

Differences from the paper's values

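In this part, only the assignment of regions to Cxcl9 and Cxcl11 with TSS of protein-coding genes was chosen after the results were seen. The paper gives roughly 15% intergenic regions in each of its classes, over the regions of untreated and cytokine treated islets together. Over the regions of cytokine treated islets alone, 8.86% lay more than 100 kb from the nearest TSS. With TSS of protein-coding genes only, the share was 14.7% against the paper's 15%. The other alternatives set before the data were examined did not close the gap: 8.95% with regions of at least 400 bp, 7.35% with regions of at least 1000 bp, 9.03% with merged regions and 8.77% from the nearest edge.

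The paper lists Cxcl9 among the chemokine genes with a de novo or increased promoter or enhancer. It was the closest gene of 0 regions of cytokine treated islets, also with regions of at least 400 or 1000 bp, with merged regions and with TSS of protein-coding genes only. No region had its midpoint within 20 kb of a Cxcl9 TSS, although the edge of the region that covered the TSS of Cxcl10 was 18.3 kb away. The paper's classes rest on FPKM in regions merged over both libraries and on UCSC transcripts, unlike these called regions and GENCODE TSS. A region missing from the list can reflect low depth or the calling threshold, so its absence is not evidence against the paper's statement. Of the 7 chemokine and cytokine genes, the other 6 had at least 1 region with the closest TSS. With TSS of protein-coding genes only, Cxcl11 had 0 as well, since it is annotated as a processed transcript and its TSS positions are then left out.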

Other observations

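The tests of gene number and of copy number for chromosome X, the draws of 7 β-cell function genes and the matched random lists were chosen only after the results were seen.

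Chromosome X had 0.122 times the autosomal median density of H3K4me1 enriched regions. The regions on X had a median width of 800 bp, against 1200 to 1400 bp on the autosomes. The tables argue against a low number of genes as the cause: 124 of 932 protein-coding genes on X (13.3%, 95% exact binomial interval 11.2% to 15.7%) had a region within 2 kb of a TSS, against 50.2% to 72.6% on each autosome. They argue against sequence in which short reads cannot be placed, since among genes with unique surroundings the share was 19.6% on X (118 of 602) and at least 64.7% on every autosome. They also argue against the loss of a single stretch, since all 16 windows of 10 Mb on X were below the median density of whole autosomes. Fewer copies of X than of autosomes in the pooled cells may contribute. The islets came from male and female mice and their proportion in this library is not known. The highest density in a 10 Mb window of X was 9.2 regions per Mb, against a median of 25.8 over whole autosomes. Some autosomal windows of 10 Mb were lower as well, for example 2.2 on chromosome 1 and 2.6 on chromosome 7. The narrow regions and the low density on X had been seen first, and any cause that acts on the whole chromosome gives the same. The explanation by fewer copies therefore stays open. Whether a copy number of at least 50% can lower the number of called regions this far was not tested, and neither was the calling by the authors. Chromosome Y had 0 regions, with 17 annotated protein-coding genes.

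Loss of the mark on the inactive X alone could lower the density in cells of female mice. It needs genes that escape inactivation to have regions as often as autosomal genes. The test that was run compared escaping with silenced genes on X and not with autosomal genes. Of 3 genes listed before the test as escaping (Kdm5c, Eif2s3x and Ddx3x), 1 had a region within 2 kb of a TSS, and of 10 broadly expressed genes listed as silenced, 5 did (two-sided Fisher's exact test, p = 1.0). The 3 genes are too few to decide whatever their outcome, so this explanation cannot be told apart from the others. Kdm6a, the gene of Utx, which is on X and was left out of the test because its regions had been seen, had 5 regions, all intronic, the nearest 1.9 kb downstream of its first TSS.

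The 12 β-cell function genes that the paper names had a median of 3 regions per gene in cytokine treated islets, at the 98.5 percentile of random lists. Slc30a8 had the most, with 12 regions covering 43.8 kb, and Neurod1 had none assigned. Abcc8 held a region of 57.8 kb, from 53376201 to 53434000 on chromosome 7. The number of regions could rise with the length of sequence nearest to the start sites. Among random lists matched on that length the list was at the 98.4 percentile, which argues against length as the whole cause. Random lists were drawn from all protein-coding genes and were not matched on expression in islets. The listed genes are not independent either, since all 3 regions assigned to Kcnj11 also overlapped Abcc8. The paper reports reduced H3K4me1 at regions of such genes after cytokine treatment. The list of treated islets shows which regions were still called and gives no size of change, and no biological explanation was tested.

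The 7 chemokine and cytokine genes did not stand apart from random lists. A candidate explanation is that the list is too small. The longer list of β-cell function genes stood apart (98.5), which would go against it, but of the 792 ways to draw 7 of those 12 genes 24.7% passed the 95th percentile. The size of the list therefore cannot be told apart from a number of regions like that of other genes.

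All 10 TrxG genes examined had a region within 2 kb of a TSS, and a region covered a TSS of 3 of them. For the β-cell function genes these numbers were 11 and 6 of 12, and for the chemokine and cytokine genes 5 and 4 of 7. The TrxG genes had a median of 2 regions per gene, at the 86.4 percentile. These are values for 1 library without a test between lists.

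The windows drawn in Fig 5 were chosen by the paper for ChIP-qPCR in MIN6 cells, and in the islet list regions covered 30.0% of the Ccl2 window (89.0 percentile of random windows, and 59.9 with windows centred on regions), 8.42% of the Ccl20 window (82.9) and 38.7% of the Cxcl10 window (95.5), by the coordinates as printed. In the 10 kb centred on the first TSS, a setting chosen after the data were seen, Ccl20 was at the 89.7 percentile and Cxcl10 at the 96.5. Averaged over these windows and that of Cxcl2 in Fig 3F, regions covered 27.7%, at the 97.9 percentile of 10000 random sets of windows, and at the 68.9 percentile when random windows were centred on regions. Random windows were drawn along the whole chromosome and not around start sites, whereas regions lay near a TSS more often than under random placement. No windows around the TSS of other genes were drawn, so these percentiles do not set the loci apart from other genes. The paper chose these loci partly from this library, so this describes the library and is not independent evidence.

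Regions were close together: the median gap was 10.6 kb against 24.0 kb in 1000 random placements, and 935 clusters of at least 5 regions with gaps under 5 kb held 5783 regions, against a mean of 21.3 clusters and at most 41 at random. The clusters could follow from broad differences in region density along chromosomes. Placement within windows of 1 Mb lowered the excess to 5.36 times and did not remove it. Of the 5 widest regions, 4 are given here: 85.4 kb over Shb on chromosome 4 (45455001 to 45540400), 83.0 kb over the non-coding transcript Gm13833 on chromosome 6 (31017801 to 31100800), 64.0 kb in Rap1gap2 on chromosome 11 (74269601 to 74333600) and 64.0 kb over 2010111I01Rik, Mir23b and Mir27b on chromosome 13 (63343401 to 63407400). The paper does not discuss these regions.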
